# Transcriptomic Analysis of Long Non-coding RNA-MicroRNA-mRNA Interactions in the Nucleus Accumbens Related to Morphine Addiction in Mice

**DOI:** 10.3389/fpsyt.2022.915398

**Published:** 2022-06-02

**Authors:** Xiaojie Li, Bing Xie, Yun Lu, Hongyu Yang, Jian Wang, Feng Yu, Ludi Zhang, Bin Cong, Di Wen, Chunling Ma

**Keywords:** morphine, addiction, nucleus accumbens, lncRNA, ceRNA network

## Abstract

Recent research suggest that some non-coding RNAs (ncRNAs) are important regulators of chromatin dynamics and gene expression in nervous system development and neurological diseases. Nevertheless, the molecular mechanisms of long non-coding RNAs (lncRNAs), acting as competing endogenous RNAs (ceRNAs), underlying morphine addiction are still unknown. In this research, RNA sequencing (RNA-seq) was used to examine the expression profiles of lncRNAs, miRNAs and mRNAs on the nucleus accumbens (NAc) tissues of mice trained with morphine or saline conditioned place preference (CPP), with differential expression of 31 lncRNAs, 393 miRNAs, and 371 mRNAs found. A ceRNA network was established for reciprocal interactions for 9 differentially expressed lncRNAs (DElncRNAs), 10 differentially expressed miRNAs (DEmiRNAs) and 12 differentially expressed mRNAs (DEmRNAs) based on predicted miRNAs shared by lncRNAs and mRNAs. KEGG pathway enrichment analyses were conducted to explore the potential functions of DEmRNAs interacting with lncRNAs in the ceRNA network. These DEmRNAs were enriched in synaptic plasticity-related pathways, including pyrimidine metabolism, ECM-receptor interaction, and focal adhesion. The correlation between the relative expression of lncRNAs, miRNAs and mRNAs was analyzed to further validate predicted ceRNA networks, and the Lnc15qD3-miR-139-3p-Lrp2 ceRNA regulatory interaction was determined. These results suggest that the comprehensive network represents a new insight into the lncRNA-mediated ceRNA regulatory mechanisms underlying morphine addiction and provide new potential diagnostic and prognostic biomarkers for morphine addiction.

## Introduction

Opioids, including morphine, are a class of powerful analgesics used to treat various forms of acute and chronic pain. Nevertheless, long-term morphine treatment leads to drug addiction–a chronic, relapsing disease with a complicated mechanism (1). Accumulating research suggests that the development of morphine addiction involves changes in synapse structure and neural plasticity (2, 3). The persistence of these neuroadaptations is regulated in part by epigenetic modification of gene expression programs in the nucleus accumbens (NAc) and other drug reward-associated brain regions (4, 5). Massart et al. determined that cue-induced cocaine seeking is related to modulation of DNA methylation in the NAc (6). Zhang et al. showed that the histone demethylase KDM6B enhances cocaine-induced synaptic plasticity in the medial prefrontal cortex (7).

Among various epigenetic processes, attention has recently been focused on non-coding RNAs (ncRNAs), including microRNAs (miRNAs) and long non-coding RNAs (lncRNAs), which play a important role in various biological functions. Forget et al. reported that the overexpression of miR1 in dorsal striatum D1-striato-pallidal projection neurons reduced cocaine-induced CPP reinstatement (8). LncRNAs are a class of non-coding transcripts over 200 nt long (9). Recently, some studies have demonstrated that it is an essential player in neurodevelopmental (10) and neuropsychiatric disorders, such as addiction. Michelhaugh et al. implicated changes in lncRNA expression levels in heroin addicts (11). In addition, Xu et al. reported that lncRNA Gas5 in the NAc attenuated the response of mice to cocaine administration (12). Nevertheless, research regarding lncRNAs and their potential mechanism in morphine addiction is still in its infancy.

Many functions of lncRNAs have been illustrated, such as interacting with mRNAs (13), binding to transcription factors (14) and acting as competitive endogenous RNAs (ceRNAs) (15). According to the ceRNA hypothesis, lncRNAs regulate target gene expression by competitively binding to miRNA response elements (MREs) (16). Recent evidence has revealed the critical roles of lncRNA-related ceRNA networks in neurological damage and brain disorders. For instance, the interference of BACE1-AS-regulated ceRNA networks could alleviate neuronal damage (17); LncGAS5 promotes the progression of Parkinson’s disease (PD) *via* regulating the miR-223-3p/NLRP3 axis (18). Thus, a comprehensive analysis of the regulatory network of morphine addiction may assist in the identification of potential useful molecules for the diagnosis and therapy of morphine addiction.

In the present research, RNA sequencing technology (RNA-Seq) was used to characterize lncRNA, miRNA and mRNA transcriptome profiles in the NAc tissues of mice with morphine or saline conditioned place preference (CPP) training. The co-regulatory functional ceRNA network was created according to predicting RNA interaction pairs. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses were conducted to elucidate the biological functions of the differentially expressed mRNAs (DEmRNAs) in the ceRNA network. Additionally, quantitative reverse transcription polymerase chain reaction (qRT-PCR) and correlation analysis with lncRNA, miRNA, and mRNA changes were performed to validate the predicted ceRNA pattern. This research provides a novel insight into the transcriptional processes of morphine addiction and therapeutic targets for the treatment of morphine addiction.

## Materials and Methods

### Animals

Adult male C57BL/6N mice (7–8 weeks old) were purchased from the Beijing Vital River Laboratory. Standard lab chow and water were available *ad libitum*. All animals were housed in a temperature (21 ± 2°C)- and humidity (60 ± 5%)-controlled environment and maintained in a 12 h light/12 h dark cycle (lights on at 19:00). All animal treatments were allowed by the Animal Care and Use Committee of Hebei Medical University. All experiments followed the ARRIVE guidelines.

### Morphine-Induced Conditioned Place Preference

The CPP apparatus consisted of two compartments (15 cm × 15 cm × 20 cm each) with distinct tactile (smooth and rough floors) and visual cues (white vertical stripes and white horizontal stripe walls), which were separated by a board. The unbiased CPP paradigm utilized in this research was modified from previous studies (19, 20). The CPP protocol consisted of four stages: habituation, pretest, conditioning, and test. The animals were individually habituated to the researcher by handling for 3 min, which was repeated for 3 days before the CPP pretest. In the pretest (Day 0), the mice were allowed to move freely and explore the entire equipment for 15 min. The sessions were videotaped, and the time spent in each compartment was determined. Mice demonstrating ≥15% preference for one side in the pretest were excluded from the study (7). During the conditioning phase (Days 1–6), we used two alternative daily conditioning sessions, which lasted 45 min each. The mice were injected with morphine (10 mg/kg, i.p.) or saline (1 ml/kg, i.p.) on alternating morning and afternoon sessions with a 6-h interval. In the test (Day 7), the mice moved freely in the chamber, and the time spent in each compartment was recorded. The CPP scores (sec) were identified as the time spent in the morphine-paired chamber minus the time spent in the saline-paired chamber.

### RNA Sequencing

Total RNA from the samples was isolated using TRIzol reagent. Sequencing libraries were generated using the NEBNextR UltraTM Directional RNA Library Prep Kit for IlluminaR (NEB, United States) following the manufacturer’s recommendations. Libraries were tested for quality and quantified using the Agilent Bioanalyzer 2,100 system (Agilent Technologies, CA, United States) and qPCR. Then, the library preparations were sequenced on an Illumina platform.

Clean data were acquired by eliminating adapter-containing reads, poly-N sequence-containing reads and low-quality reads from the raw data. These clean reads were then mapped to the reference genome sequence by HISAT2 (v2.0.4). Then, StringTie (v1.3.1) was used for assembling the transcriptome. The gffcompare program was used for annotating the assembled transcripts. CPC2 (CPC2-beta)/CNCI (v2)/Pfam (v1.3)/CPAT was used to separate the protein-coding genes from the non-coding genes. Furthermore, different classes of lncRNAs, such as lincRNAs, intronic lncRNAs, antisense lncRNAs, and sense lncRNAs, were identified using cuffcompare. lncLocator^1^ was used to calculate the subcellular localization of lncRNAs (21). Fragments per kilobase of exon per million fragments mapped (FPKM) of mRNAs and lncRNAs, and the read number of lncRNAs mapped, was calculated using StringTie. The DESeq R package (1.10.1) was used to analyze differential expression of lncRNA and mRNA between morphine group and saline group. DEmRNAs and differentially expressed lncRNAs (DElncRNAs) were identified by the criteria of |log2-fold change (FC) | ≥ 1.5 and adjusted *p* < 0.01.

### Small RNA Sequencing

A total amount of 3 μg of total RNA per sample was used for the small RNA library. First, the 3 ′SR and 5′SR adaptors were ligated. Then, reverse transcription is performed to synthesize the first chain. Finally, PCR products were purified (AMPure XP system). DNA High Sensitivity Chips was used to was assess the Library quality. The library preparations were sequenced on an Illumina HiSeq 2500/2000 platform.

Clean data were acquired by eliminating adapter-containing reads, poly-N sequence-containing reads and low-quality reads. Reads with a length < 15 nt and > 35 nt were removed. Bowtie tools software, The Clean Reads with Silva database,^2^ GtRNAdb database,^3^ Rfam database^4^ and Repbase database^5^ sequence alignment, filter ribosomal RNA, transfer RNA, small nuclear RNA, small nucleolar RNA and other ncRNA and repeats. The remaining readings were compared to known miRNAs in miRBase^6^ to discover known miRNAs and novel miRNAs predicted. Randfold (v2.1.7) was used to predict novel miRNA secondary structure. The expression levels of miRNAs were estimated for each sample. Only the miRNAs with the criteria of |log2FC (fold change) | ≥ 0.58 and *p* ≤ 0.05 were identified as differentially expressed miRNAs (DEmiRNAs).

### Construction of the Competing Endogenous RNA Network

CircRNAs, lncRNAs, and mRNAs, as competing endogenous RNAs (ceRNAs), can indirectly modulate gene expression by competitively binding target gene regulation of miRNAs. According to the ceRNA hypothesis, the lncRNA-miRNA-mRNA network was constructed and visually shown using Cystoscope software V3.5.0 (San Diego, CA, United States). Different colors indicate different RNA types.

### Gene Ontology and Kyoto Encyclopedia of Genes and Genomes Analysis

Gene Ontology (GO) enrichment analysis of the differentially expressed genes was implemented by the GOseq R package. KEGG analysis was implemented by KEGG database.^7^ KOBAS software was used to test the statistical enrichment of differentially expressed genes in KEGG pathways.

### Quantitative Reverse Transcription Polymerase Chain Reaction

Nucleus accumbens tissues were treated with the miRNAeasy Mini Kit (Qiagen, United States) to isolate total RNA, according to the manufacturer’s instructions. Data was analyzed using ABI Prism 7500 sequence detection system software. A total of 1.0 μg of RNA was used for reverse transcription (RT) with the PrimeScript RT reagent Kit (TaKaRa, China) or Mir-X miRNA First-Strand Synthesis Kit (TaKaRa, China). Real-time PCR was performed using TB Green Premix Ex Taq II (TaKaRa, China) or TB Green ^®^ Advantage ^®^ qPCR Premix (TaKaRa, China). For lncRNA and mRNA normalization, GAPDH was employed as an internal reference, whereas U6 was used for miRNA normalization. The expression levels of lncRNA, mRNA and miRNA are represented as fold changes using the 2^–ΔΔCt^. The primers are listed in Supplementary File 1.

### Data and Statistical Analyses

Data are analyzed using Prism 8.0 software, and are expressed as the means ± SEM. The statistical analyses were performed using Student’s *t*-test or two-way repeated-measures ANOVA for each experiment followed by the Bonferroni post-test. *p* < 0.05 was defined significant.

## Results

### Establishment of the Morphine Conditioned Place Preference Model

The classical CPP paradigm was used to establish drug-associated memory (19). The mice were treated with 10 mg/kg morphine or saline for 6 day, and the CPP test was performed 24 h after the last session (Figure 1A). Statistical analysis (two-way repeated-measures ANOVA) demonstrated a significant effect from the interaction [*F*_(1, 22)_ = 34.95, *p*-value < 0.001] between the treatments (saline vs. morphine) and the tests (pretest vs. test). Significant differences were found between saline- and morphine-conditioned mice [*F*_(1, 22)_ = 66.28, *p*-value < 0.001] and within the pretest and the test [*F*_(1, 22)_ = 23.79, *p*-value < 0.001]. The Bonferroni *post-hoc* test revealed that morphine-treated mice spent significantly more time in the drug-paired context during the test than saline-treated mice (*t* = 7.647, *p*-value < 0.001; Figure 1B). For further correlative analysis, the NAc tissues were collected at half an hour after the test (Figure 1C).

**FIGURE 1:**
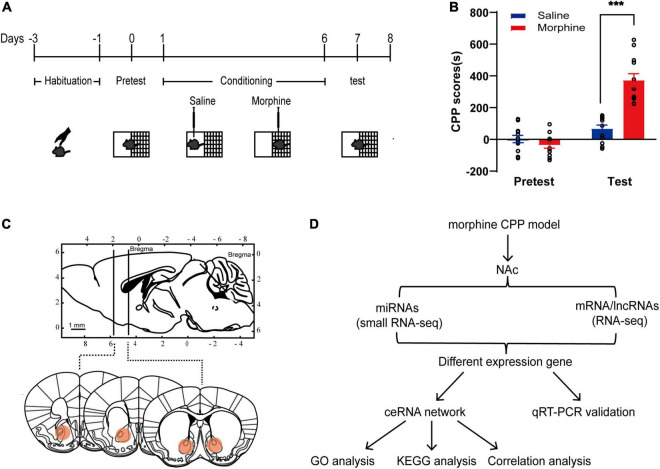
Establishment of the morphine CPP model. **(A)** Chematic experimental design for the training and test of morphine-CPP. **(B)** CPP scores of saline- and morphine-treated mice on Days 0 and 7. The data are presented as the mean ± SEM, *n* = 12, ***p < 0.001, compared with the saline group. **(C)** Up: The position of the razor blades used to cut the nucleus accumbens (NAc) are shown in a sagittal section of the mouse brain; down: Schematic illustrations of NAc location in coronal slices (red area). **(D)** Flowchart for the identification and analysis of ncRNAs and mRNAs in the ceRNA network.

### Differential Expression Analysis: Morphine Group vs. Saline Group

As shown in the schematic diagram in Figure 1D, lncRNA-mRNA RNA-Seq and miRNA-Seq were used to capture the expression profiles of ncRNAs and mRNAs in the morphine group and saline group. 

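For miRNA-Seq, NAc tissue was taken 0.5 h after the CPP test on day 7 from mice conditioned for 6 days with 10 mg/kg morphine or with saline. There were 3 libraries per group, each made from 3 μg of total RNA. The legend of Figure 2 names 1 mouse per library, while the sample records describe 2 mice per library. The authors removed adapter-containing, poly-N and low-quality reads, filtered out reads matching ribosomal, transfer and other non-coding RNAs and repeats with Bowtie, and compared the remaining reads with miRBase, a catalogue of known miRNAs. They deposited the read count of each miRNA in each library without normalization. Beside each count they deposited a TPM value, which in every library is the count scaled to the library's total count, with no term for length. The table lists 1364 miRNAs, of which 1281 carry a miRBase name and 83 are miRNAs predicted by the authors.
The total count was 4183333, 8335096 and 7211738 in saline replicates 1, 2 and 3, with a median of 7211738. It was 9842050, 7290936 and 7562485 in morphine replicates 1, 2 and 3, with a median of 7562485. The smallest level that 3 counts can show was between 0.305 and 0.717 CPM (counts per M counts of the library). These limits cover counting error only, since reads amplified by PCR without molecular identifiers are not independent molecules. The counts were normalized with the TMM method of edgeR, which gave scaling factors of 1.31, 0.80 and 1.32 for the saline libraries and 0.92, 0.94 and 0.84 for the morphine libraries. Differences between the groups were tested with edgeR's quasi-likelihood test on all 1364 miRNAs with at least 1 count in any library. The 10 most abundant miRNAs took 51.6% ± 3.68 (SD, n = 3) of the counts in the saline group and 58.2% ± 1.46 (SD, n = 3) in the morphine group. This difference reached the smallest two-sided p that 3 libraries against 3 allow (exact permutation test, p = 0.1). The 10 include miR-9-5p and miR-9b-3p, which had near-equal counts in every library and may share reads. Each held 16.9% of the counts of saline replicate 2, against 8.03% to 10.3% in the other libraries, so the share may count some reads more than 1 time. The sample records list the 6 libraries as separate samples, and each was counted as its own replicate. No pair had counts equal within sampling noise, which would be a sign of a library listed more than once. The smallest chi-square statistic per degree of freedom was 91.1, for morphine replicates 2 and 3.
Some reads may have been counted for more than 1 miRNA, although the reads themselves were not examined. In 12 pairs of miRNAs on opposite strands of a single locus, such as miR-9-5p and miR-9b-3p, the smaller count was at least 0.9 of the larger in all 6 libraries. The member with fewer counts of these pairs took 14.4%, 18.6% and 12.4% of the counts in saline replicates 1, 2 and 3. It took 11.2%, 10.0% and 9.27% in morphine replicates 1, 2 and 3.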

According to the criteria of a |log2 (fold change)| ≥ 1.5 and a *p*-value < 0.01, 31 DElncRNAs (16 up- and 15 downregulated) and 271 DEmRNAs (168 up- and 103 downregulated) were identified in the morphine group compared with the saline group (Supplementary Figures 1A,C). A heatmap was constructed to visualize the cluster analysis results of DElncRNA and DEmRNA expression (Figures 2A,C). Detailed information on the DERNAs is listed in Supplementary Tables 1, 2.

**FIGURE 2:**
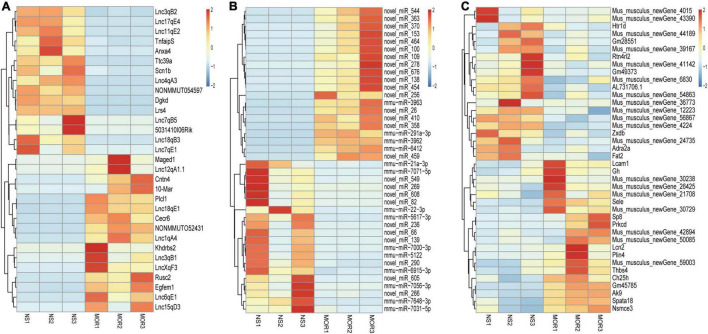
Heatmaps of differentially expressed lncRNA **(A)**, miRNA **(B)**, and mRNA **(C)** profiles. Unsupervised clustering analysis show the expression profiles of differentially expressed lncRNAs, miRNAs (top 40), and mRNAs (top 40) in the morphine group compared to saline group. MOR1, MOR2, and MOR3 represent the NAc tissue of three mice treated with morphine. NS1, NS2, and NS3 represent the NAc tissue of three mice treated with saline. Red indicates upregulation, and blue indicates downregulation.

Regarding the DEmiRNAs, the changes in 393 miRNAs met the criteria |log2FC (fold change) | ≥ 0.58 and *p*-value ≤ 0.05. 

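In the deposited counts, 264 of 1364 miRNAs met a |log2 fold change| of at least 0.58 and an unadjusted p of at most 0.05 in edgeR's quasi-likelihood test. Of these, 132 were higher and 132 were lower in the morphine group. At this unadjusted threshold, 68.2 of 1364 miRNAs are expected by chance if p is uniform. Simulated counts with no change gave a lower share, 3.19% of 1285 miRNAs. With Benjamini-Hochberg adjustment over all miRNAs tested, 71 miRNAs had an adjusted p under 0.05, 42 of them higher and 29 lower. The TMM-normalized values of 302 miRNAs, or 22.1%, did not overlap between the groups. Chance gives at most 10%, since miRNAs with 0 counts in libraries of both groups cannot separate. The replicate spread was large, with a common biological coefficient of variation of 0.59. Among the 264 DEmiRNAs, 250 had a miRBase name and 14 were predicted by the authors.
The alternative that moved these counts most was leaving out saline replicate 2, which gave 492 DEmiRNAs by the same criteria and 386 at an adjusted p under 0.05. Leaving out morphine replicate 1 gave 176 by the same criteria, all at an unadjusted p of at most 0.05, and 0 at an adjusted p under 0.05. Scaling by library totals in place of TMM changed the balance of directions, with 34.9% of the calls higher in the morphine group against 50.0% with TMM. Upper quartile scaling gave 37.7%. The groups share replicate numbers, and same-numbered libraries had deviations from their group means that correlated at -0.23, -0.28 and 0.14 across miRNAs, with a mean of -0.13. With the replicate number as a block in the fit, 179 miRNAs met the paper's criteria, 110 higher and 69 lower, and 32 had an adjusted p under 0.05.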

Detailed information about the 245 upregulated and 148 downregulated miRNAs (Supplementary Figure 1B), which were significantly altered between the morphine group and the saline group, is listed in Supplementary Table 3. 

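Of the 393 miRNAs in the paper's DEmiRNA table, 224 are listed under the same name in the deposited counts, all of them with a miRBase name. For 222 of these 224 miRNAs the sign of the log2 fold change was the same as in the paper's table, and 176 met the paper's criteria in the same direction. Because that table was made by the authors from the same experiment, this overlap is not an independent check.
Among the upregulated miRNAs, miR-148a-3p rose from 6378 ± 6798 CPM (SD, n = 3) in the saline group to 107457 ± 16142 CPM (SD, n = 3) in the morphine group. Its log2 fold change was 4.07 (SE 0.58, adjusted p = 0.000857, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without saline replicate 2 the log2 fold change was 5.45. Its hairpin gene, Mir148a, lies on the minus strand of chromosome 6 of GRCm38, from 51269812 to 51269910, outside other genes of the GENCODE vM21 annotation. miR-291a-3p had no count in any saline library and 47, 41 and 34 counts in morphine replicates 1, 2 and 3, which is at least 12.6-fold higher in the morphine group (adjusted p = 0.000616, same edgeR test). Its hairpin gene, Mir291a, lies on chromosome 7 from 3218919 to 3219000. miR-3081-3p, whose hairpin lies in an intron of Boc on chromosome 16 from 44558046 to 44558129, had a log2 fold change of 3.55 (SE 0.58, adjusted p = 0.00166, same edgeR test). miR-126b-5p and miR-9b-5p had log2 fold changes of 5.23 and 4.89, but both lie opposite another miRNA of the same locus, miR-126a-3p and miR-9-3p, and neither is in the paper's table. Whether the authors' counting separated the strands is not stated, so these values are uncertain.
Among the downregulated miRNAs, miR-22-3p fell from 4230.2 ± 3839 CPM (SD, n = 3) to 297.7 ± 27.0 CPM (SD, n = 3), with a log2 fold change of -3.83 (SE 0.54, adjusted p = 0.000841, same edgeR test). Its hairpin overlaps an exon of Mir22hg on chromosome 11, from 75463716 to 75463810. miR-744-5p, from an intron of Map2k4 on chromosome 11 (65734733 to 65734832), had a log2 fold change of -3.30 (SE 0.50). miR-330-3p, whose hairpin overlaps an exon of Eml2 on chromosome 7 (19181465 to 19181562), had a log2 fold change of -2.59 (SE 0.47). For miR-29b-2-5p and miR-411-5p the log2 fold changes were -2.72 and -2.39, with standard errors of 0.51 and 0.51. The adjusted p of these last 4 miRNAs was 0.000999, 0.00314, 0.00427 and 0.0107 by edgeR's quasi-likelihood test. Without saline replicate 2 the log2 fold changes of miR-22-3p and miR-411-5p were smaller in size, at -2.77 and -1.50. Those of miR-744-5p, miR-330-3p and miR-29b-2-5p were larger in size, at -3.71, -2.91 and -2.80.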

Figure 2B shows a heatmap of the DEmiRNA expression profile. 

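Over the 899 miRNAs with at least 10 counts in total, Spearman's correlation of log2(CPM + 1) was calculated for each pair of libraries. The mean correlation was 0.962 ± 0.00469 (SD, n = 3 pairs) within the morphine group and 0.898 ± 0.0466 (SD, n = 3 pairs) within the saline group. Between the groups it was 0.888 ± 0.0207 (SD, n = 9 pairs), so the pairs within the saline group were not separated from the pairs between groups. Saline replicates 1 and 3 correlated at 0.952. Saline replicate 2 correlated at 0.869 and 0.874 with the other saline libraries and at 0.926, 0.909 and 0.907 with morphine replicates 1, 2 and 3. When the calculation was repeated without saline replicate 2, only that pair was left in the saline group. Its correlation was then 0.955, against 0.952 over the 899 miRNAs. Over all miRNAs with at least 1 count, the mean within the morphine group was 0.911 and the mean between the groups was 0.854.

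**Figure D1:**
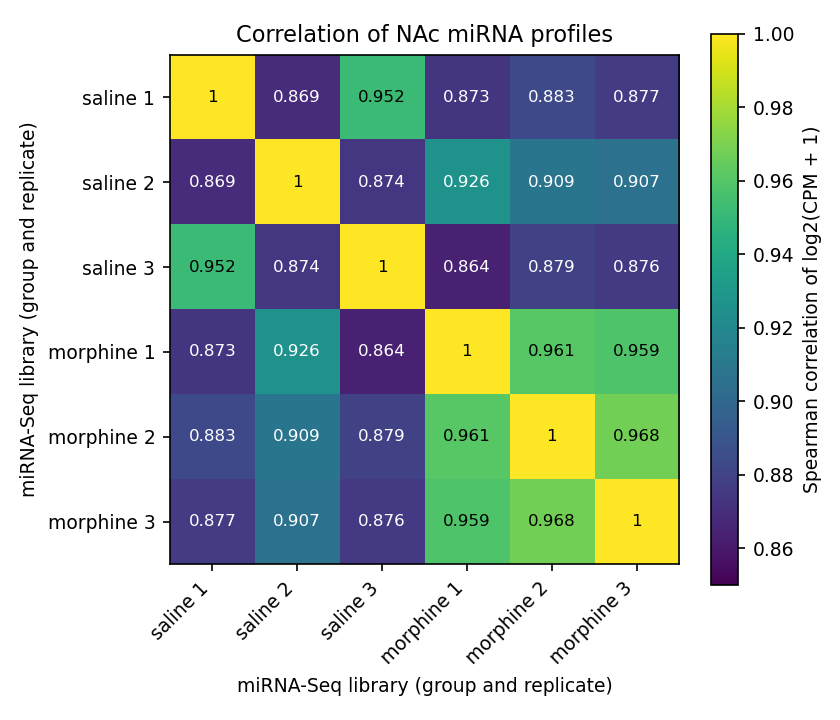
Spearman's correlation of log2(CPM + 1) between the 6 NAc miRNA-Seq libraries, over 899 miRNAs with at least 10 counts in total. Rows and columns are libraries by group and replicate, and the colour and the number in each square give the correlation. The morphine libraries correlate at 0.959 to 0.968 with each other, and saline replicate 2 correlates more with them (0.907 to 0.926) than with the other saline libraries (0.869 and 0.874).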

An overview of differential RNA expression across the genome is given in Supplementary Figure 2.

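The miRNA track of that overview can be set beside the hairpin genes of the GENCODE vM21 annotation (GRCm38). Of the miRNAs with a miRBase name, 1199 have all their annotated hairpins on a single chromosome, and 233 of these, or 19.4%, met the paper's criteria in the deposited counts. DEmiRNAs were found on all 20 chromosomes that carry such hairpins. The highest numbers were on chromosome 12 (31 of 140 miRNAs, 14 higher and 17 lower in the morphine group) and on chromosome 2 (30 of 120 miRNAs, 19 higher and 11 lower). On chromosome 19, 1 of 37 miRNAs met the criteria. Differences between chromosomes were not tested.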

### Quantitative Reverse Transcription Polymerase Chain Reaction Validation

To confirm the reliability of the RNA-seq data, 10 DElncRNAs, 4 DEmiRNAs and 6 DEmRNAs were randomly selected and verified by qRT-PCR. The results showed that 7 of 8 DElncRNAs (Cntn4, Rusc2, Lnc15qD3, Khdrbs2, Plcl1, Cecr6, and Lnc18qE1), 3 of 4 DEmiRNAs (miRNA-3098-3p, miRNA-877-3p, and miRNA-7688-5p) and 4 of 5 DEmRNAs (Vip, Prkcd, Npffr1, and Erbb3) exhibited significant differences between the saline and morphine groups (Figures 3A–C).

**FIGURE 3:**
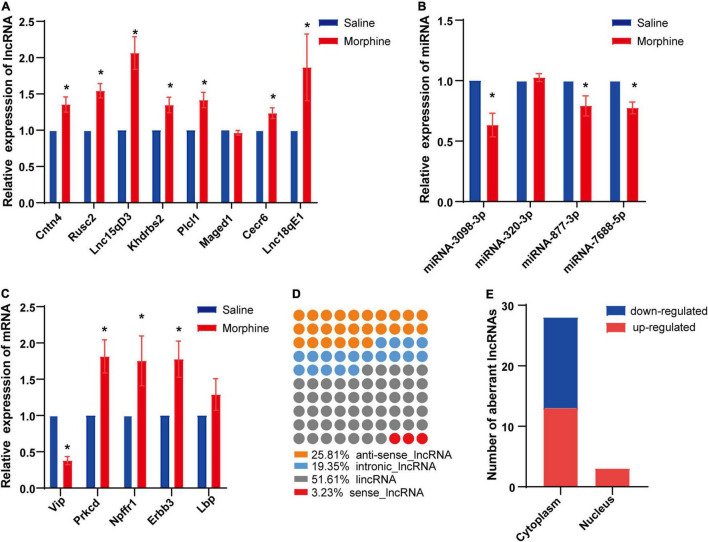
Differential expression of distinct RNAs and characteristics of LncRNAs. The relative expression levels of eight lncRNAs **(A)**, four miRNAs **(B)** and five mRNAs **(C)** are shown by comparing the morphine group with the saline group *via* qRT-PCR. The data are presented as the mean ± SEM, *n* = 4, *p < 0.05. Subclasses **(D)** and subcellular localization **(E)** of significantly dysregulated lncRNAs were analyzed.

### Class Distributions of the Differentially Expressed lncRNAs

Long non-coding RNAs have been divided into several classes based on their genomic position in relation to coding genes, which aids in predicting some of their potential mode of action in modulating other cellular RNA molecules (22). Based on this classification, DElncRNAs in the morphine group compared to the saline group were discovered to be 52% (16) intergenic, 26% (8) natural antisense, 19% (6) intronic antisense regions and 3% (1) sense (Figure 3D) in the genome. Like proteins, the function of lncRNAs is dependent on their subcellular localization (23). Therefore, the subcellular localization of DElncRNAs was predicted using lncLocator. Our findings indicated that among the DElncRNAs, cytoplasm accounted for the majority, and very few DElncRNAs were located in the nucleus (Figure 3E).

### Construction of a Long Non-coding RNA-MicroRNA-mRNA Network

Cytoplasmic lncRNAs can regulate gene expression by serving as decoys for miRNAs (24). Thus, the differentially expressed ceRNA network was established, in which DElncRNAs were used as the center to extract DEmRNAs and DEmiRNAs. Finally, 9 DElncRNAs, 9 DEmiRNAs, and 10 DEmRNAs were involved in the differentially expressed ceRNA network (Figure 4). The differentially expressed ceRNA networks only included one situation: lncRNA (upregulated in morphine group)–miRNA (downregulated in morphine group)–mRNA (upregulated in morphine group).

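Figure 4 draws 10 miRNAs, and all 10 had a lower mean in the morphine libraries than in the saline libraries. By edgeR's quasi-likelihood test on the deposited counts, 6 of the 10 met the paper's criteria: miR-877-3p, miR-3072-3p, miR-1224-5p, miR-7056-3p, miR-667-5p and miR-139-3p. With adjustment over all miRNAs tested, 1 of the 10 had an adjusted p under 0.05. With adjustment over the 10 alone, 5 did. Because the authors chose the 10 from these data, the second count shows no stability. For 4 of the 10 the values did not overlap between the groups.
With all 6 libraries, miR-877-3p had the largest change among the miRNAs with counts in every library. Its log2 fold change was -2.17 (SE 0.60, adjusted p = 0.0437 with edgeR). The ranking was not stable. Without saline replicate 1 the log2 fold change of miR-877-3p was -1.35, against -1.61 for miR-760-5p and -1.42 for miR-3072-3p. After thinning the libraries to the smallest total, in a single random draw, it was -2.32, against -2.84 for miR-760-5p. With at most 15 counts of miR-760-5p in any library, the value of -2.84 depends on the draw. The level of miR-877-3p was 66.8 ± 52.1 CPM (SD, n = 3) in the saline group and 14.8 ± 2.10 CPM (SD, n = 3) in the morphine group. The groups overlapped for this miRNA because of saline replicate 2, which had 102 counts. Its hairpin lies in an intron of Abcf1 on chromosome 17 of GRCm38, from 35960730 to 35960814. miR-3072-3p and miR-1224-5p had log2 fold changes of -1.85 (SE 0.56) and -1.38 (SE 0.48). miR-667-5p, with 43.4 ± 3.00 CPM (SD, n = 3) against 18.2 ± 1.28 CPM (SD, n = 3), had a log2 fold change of -1.25 (SE 0.50, adjusted p = 0.161 with edgeR). Its call was lost in 8 of 21 alternative settings. Among them were the replicate block and leaving out saline replicate 1, saline replicate 3 or any morphine library. miR-7056-3p had 2, 0 and 11 counts in the saline libraries and none in the morphine libraries, which is at least 1.22-fold lower. The call of miR-7056-3p was lost in 5 of 20 alternative settings, among them leaving out saline replicate 3, which held 11 of its counts. miR-7071-5p had 4, 1 and 0 counts in the saline libraries and none in the morphine libraries, too few to give a fold change.
miR-139-3p, of the Lnc15qD3-miR-139-3p-Lrp2 network, had a log2 fold change of -1.24 (SE 0.53, adjusted p = 0.195 with edgeR). Its level was 468 ± 286 CPM (SD, n = 3) in the saline group and 197.5 ± 38.1 CPM (SD, n = 3) in the morphine group. The counts were 3328, 920 and 6254 in saline replicates 1, 2 and 3, so the groups overlapped at saline replicate 2. Its call was lost in 11 of 21 alternative settings, among them the edgeR exact test, the replicate block and leaving out saline replicate 1. These settings include a correction for the GC content of the hairpin arm chosen after seeing the data, where the log2 fold change was -0.45. The hairpin gene Mir139 lies on the plus strand of chromosome 7, from 101475376 to 101475443, in an intron of Pde2a, and its annotated sequence is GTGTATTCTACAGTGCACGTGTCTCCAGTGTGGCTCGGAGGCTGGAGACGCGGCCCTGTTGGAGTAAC. miR-671-5p, of the Lnc18qE1-miR-671-5p-Thbs4 network, had a log2 fold change of -1.21 (SE 0.60, adjusted p = 0.284 with edgeR) and did not meet the paper's criteria. Its hairpin gene Mir671 lies on chromosome 5, from 24592114 to 24592211, in an exon of Chpf2. miR-760-3p and miR-760-5p, from Mir760 on chromosome 3 (122293585 to 122293703), had log2 fold changes of -1.03 (SE 0.53) and -1.66 (SE 0.99) and did not meet the criteria either. With the replicate block, 3 of the 10 miRNAs met the criteria. The lncRNA and mRNA libraries were not analysed here.
The paper built the network around the DElncRNAs, reasoning that lncRNAs in the cytoplasm can act as decoys for miRNAs. It states that the resulting chains join an upregulated lncRNA and an upregulated mRNA through a downregulated miRNA.

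**Figure D2:**
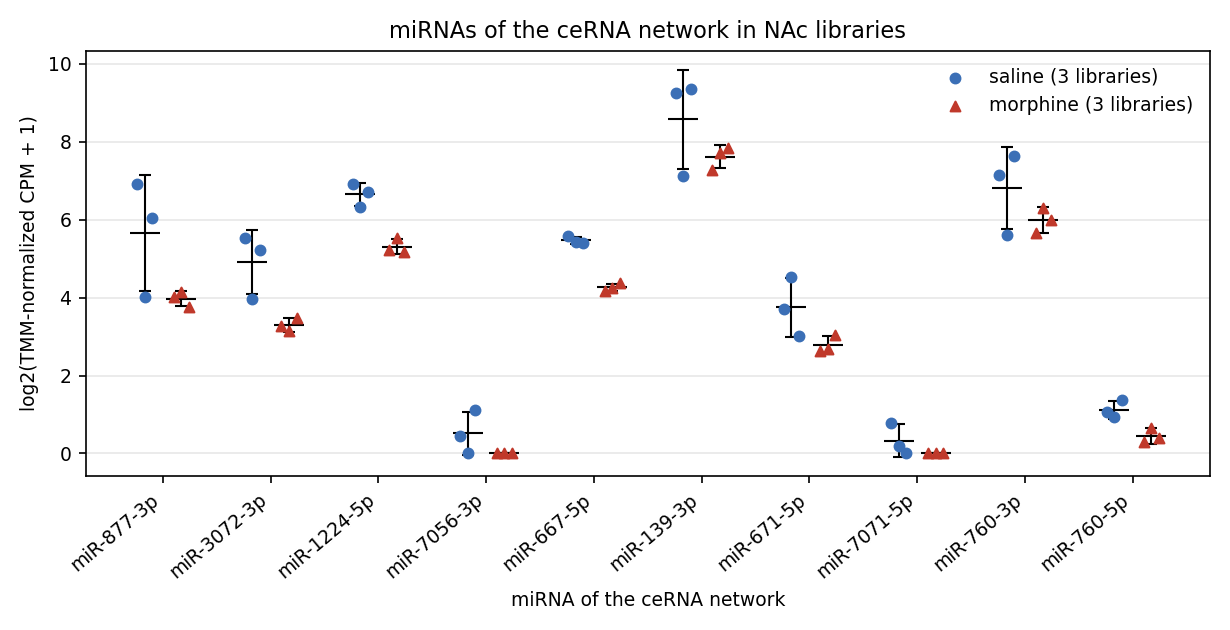
Level of the 10 miRNAs of the ceRNA network in each NAc library, as log2(TMM-normalized CPM + 1) on the vertical axis, with the miRNAs on the horizontal axis in the order of their p. Points are libraries, circles for saline and triangles for morphine, and the black lines give the mean and SD of 3 libraries. All 10 means are lower in the morphine group, and the points of miR-3072-3p, miR-1224-5p, miR-667-5p and miR-760-5p do not overlap between the groups.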

**FIGURE 4:**
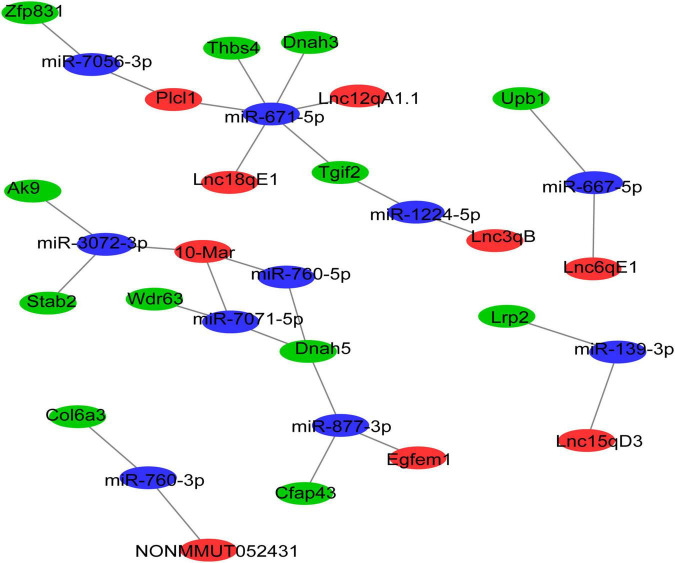
The lncRNA-associated ceRNA networks in morphine/saline treated mice. The ceRNA network was constructed based on identified lncRNA–miRNA and miRNA–mRNA interactions. In the network, red indicates upregulated lncRNAs, blue indicates downregulated miRNAs, and green indicates upregulated mRNAs.

To explore the molecular functions of the ceRNA network, DEmRNAs of the ceRNA network were analyzed by GO and KEGG analysis. The GO results indicated that the most significantly enriched molecular functions of the DEmRNAs in the ceRNA network were dynein light chain binding, beta-ureidopropionase activity, and biological processes focused on inner dynein arm assembly and microtubule-based movement (Figures 5A,B). The cell components mainly concentrated on the inner dynein arm, dynein complex and axoneme (Figure 5C). The pathway analyses revealed that the most significantly enriched pathways of DEmRNAs included pyrimidine metabolism, ECM-receptor interaction and focal adhesion (Figure 5D).

**FIGURE 5:**
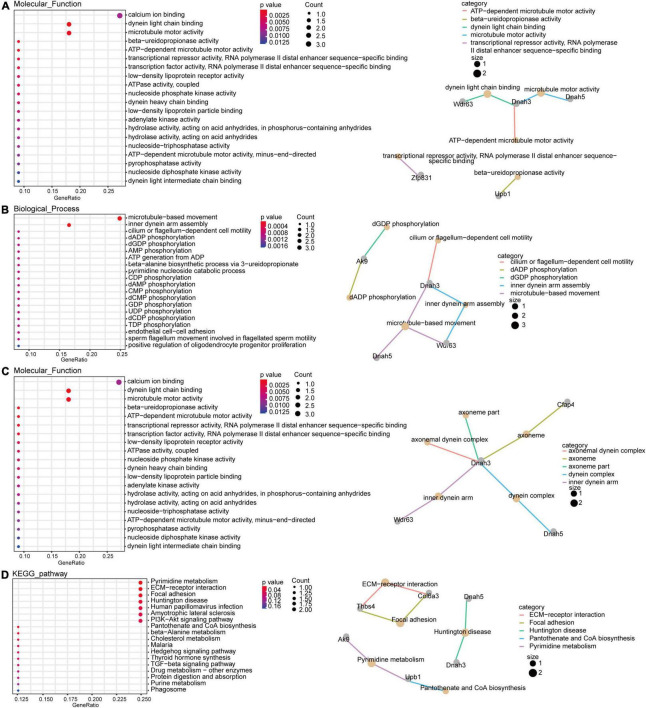
Gene Ontology (GO) and KEGG pathway function enrichment analysis for DEmRNAs. The significant molecular functions **(A)**, biological processes **(B)** and cellular components **(C)** of DEmRNAs in the ceRNA network were presented using GO analyses. Pathway analyses results of DEmRNAs in the ceRNA network with fold changes >1.5 **(D)**.

### Regression Analyses of Long Non-coding RNA Related Competing Endogenous RNA Network

To select the ceRNA network we are concerned, we set two screening criteria. One is to select lncRNA related ceRNA, which differential expression between the morphine group and saline group was confirmed by qRT-PCR; moreover, the target genes of lncRNA which are involved in synaptic plasticity pathway were considered as another screening criterion. According to these conditions, we focused on two ceRNA networks, Lnc18qE1-miR-671-5p-Thbs4 and Lnc15qD3-miR-139-3p-Lrp2. To further verify the prediction, regression analyses were conducted between the expression levels of the ncRNAs and mRNAs in the concerned ceRNA network. The correlations of Lnc15qD3-miR-139-3p-Lrp2 and Lnc18qE1-miR-671-5p-Thbs4 were consistent with the bioinformatics analysis (Figures 6A,B), and the reverse was true for Lnc18qE1 and miR-671-5p (Figure 6B). These results suggested that Lnc15qD3-miR-139-3p-Lrp2 might exhibit ceRNA activity in morphine addiction.

**FIGURE 6:**
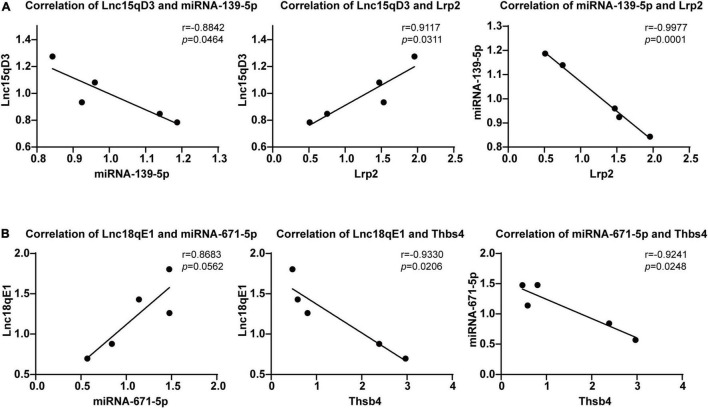
Regression analyses of the ceRNA network. The correlations of Lnc18qE1-miR-671-5p-Thbs4 **(A)** and Lnc15qD3-miR-139-3p-Lrp2 **(B)** were determined by qRT-PCR.

## Discussion

Opioids addiction is a complex neuropsychiatric disorder that leads to extremely serious public health problems. Numerous progresses have been made in identifying opioids addiction-related molecular and cellular processes (25), but the molecular mechanisms underlying opioids addiction remain largely unclear. Recent data suggest that lncRNAs play a key role in neuropsychiatric disorders (12). However, the roles of lncRNAs in morphine addiction need to be clarified. Here, we obtained lncRNA, miRNA and mRNA transcriptome profiles that were aberrantly expressed in the morphine group by RNA-Seq. Then, we constructed a ceRNA network of reciprocal interactions for 9 DElncRNAs, 9 DEmiRNAs, and 10 DEmRNAs in morphine addicted mice using bioinformatics tools. Furthermore, DEmRNAs in the ceRNA network were highly enriched in synapse-related pathways, such as the PI3K-Akt signaling pathway, according to GO and KEGG analyses. Finally, the relation of Lnc15qD3-miR-139-3p-Lrp2 was validated by qRT-PCR and correlation analysis, which matched the predicted ceRNA hypothesis.

We firstly identified DElncRNAs, DEmiRNAs and DEmRNAs in morphine addiction. Although these lncRNAs have not been reported to be involved in drug addiction, dysregulated expression of lncRNAs has been reported to play a critical role in the progression of addiction (26, 27). Gao et al. showed that upregulation of MEG3 was involved in morphine-induced autophagy in hippocampal neuronal HT22 cells (28). In addition, analysis of significantly dysregulated miRNAs revealed many downregulated miRNAs, including miR-124 and miR-218, and upregulated miRNAs, including miR-451a and miR-15b-3p, were involved in drug addiction. 

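In the deposited counts, miR-124-3p was at 5796 ± 1758 CPM (SD, n = 3) in the saline group and at 1569 ± 216 CPM (SD, n = 3) in the morphine group. Its log2 fold change was -1.88 (SE 0.45, adjusted p = 0.0195 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every morphine library was lower than every saline library. The annotation holds 2 of its hairpins, Mir124a-2 on chromosome 3 of GRCm38 (17795662 to 17795770) and Mir124a-3 on chromosome 2 (180894040 to 180894107). Counts for miR-218 are listed for 3 mature forms. miR-218-2-3p, the form in the paper's DEmiRNA table, had 0, 11 and 16 counts in the saline libraries and 5, 4 and 0 in the morphine libraries. Its log2 fold change was -1.50 (SE 1.18, adjusted p = 0.522 with edgeR), which is within the spread between replicates. miR-218-1-3p had 2, 9 and 15 against 4, 5 and 5 counts and a log2 fold change of -0.77 (SE 0.93, adjusted p = 0.619 with edgeR). The abundant form, miR-218-5p, was higher in the morphine group, with 33297 ± 3887 CPM (SD, n = 3) against 11494 ± 7874 CPM (SD, n = 3) and a log2 fold change of 1.53 (SE 0.49, adjusted p = 0.0698 with edgeR). Its hairpins lie in introns of Slit2 on chromosome 5 (48223942 to 48224051) and of Slit3 on chromosome 11 (35616816 to 35616925).
miR-451a rose from 99.5 ± 55.2 CPM (SD, n = 3) to 295.01 ± 112 CPM (SD, n = 3), with a log2 fold change of 1.57 (SE 0.51, adjusted p = 0.0698 with edgeR). Its hairpin, Mir451a on chromosome 11 (78073170 to 78073241), overlaps the annotated hairpin Mir451b. miR-15b-3p, from an intron of Smc4 on chromosome 3 (69009772 to 69009835), had 4, 8 and 6 counts in the saline libraries and 36, 18 and 30 in the morphine libraries. Its log2 fold change was 2.13 (SE 0.72, adjusted p = 0.0822 with edgeR). miR-218-5p, miR-451a and miR-15b-3p met the paper's criteria on the unadjusted p, and their values did not overlap between the groups.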

Guo et al. suggested that miR-124 played a role in cocaine-mediated microglial activation and neuronal adaptations (29). Chandrasekar et al. determined that the regulation of miR-124 in the accumbens influences the expression, extinction, and reinstatement of cocaine-induced addiction memory (30). Moreover, these profiles revealed by RNA-seq were further confirmed by qRT-PCR validation, thus indicating the reliability of the RNA-seq data. Although the expression of a few RNAs is inconsistent with the RNA-seq results, the heterogeneity of the diverse samples and the sequencing of a small number of samples in our investigation might explain this conclusion. Collectively, these results suggested that these transcripts might be associated with the pathogenesis of morphine addiction.

Long non-coding RNAs have biochemical diversity and function in diverse lncRNA gene locations (31) and diverse cellular contexts (23). Specifically, lncRNAs can modulate the expression of nearby genes (acting in *cis* in the nucleus) (32) or genes elsewhere in cells (acting in trans in the nucleus or cytoplasm) (23). Cytoplasmic lncRNAs can interfere with protein post-translational modifications, resulting in aberrant signal transduction (33) and influencing gene regulation by acting as decoys for miRNAs (24) and proteins (34). Among these processes, the ceRNA hypothesis, as ceRNAs to regulate the activities and biological functions of miRNAs, has been reported to be the main function of several cytoplasmic lncRNAs. Weng et al. showed that lncRNA-1604, which is highly expressed in the cytoplasm, orchestrates neural differentiation through the miR-200c/ZEB axis (35). In our study, cytoplasmic intergenic lncRNAs (lincRNAs) accounted for the majority among these DElncRNAs. Thus, the potential function of these lncRNAs might be as ceRNAs. Next, we constructed a ceRNA network of reciprocal interactions for DEmiRNAs, DElncRNAs, and DEmRNAs in morphine addiction. An increasing number of studies have indicated that the ceRNA hypothesis plays a role in the pathogenesis of many diseases, although our regulatory network has never been evaluated. Chen et al. indicated that MALAT1 regulated the chemoresistance of lung adenocarcinoma (LUAD) cells by sponging miR-200b to regulate E2F3 and ZEB1 (36). Furthermore, several lncRNA-related ceRNAs have been reported in nervous system disorders. Ge et al. determined that interference with BACE1-AS-regulated ceRNA networks could alleviate neuronal damage (17). Xu et al. showed that lncGAS5 promotes PD progression *via* regulating the miR-223-3p/NLRP3 axis (18). To further validate the credibility of the ceRNA hypothesis, the correlation of ceRNA pairs was analyzed. Our findings revealed that the correlation of the lnc15qD3-related ceRNA network in morphine addiction tissue samples was highly consistent with bioinformatics prediction. Of these mRNAs in our concerned ceRNA network, THBS4 directly act on neurons as synaptogenic factors and may represent rejuvenation factors that enhance synaptic connectivity by increasing dendritic arborization, synapse formation, and synaptic transmission (37). And LRP2 (low-density lipoprotein receptor 2/megalin) is also expressed in the CNS, mainly in neurons, being involved in neurite outgrowth and neuroprotective mechanisms (38). In addition, multiple studies suggest miR-671-5p may be involved in neuropsychiatric diseases, such as PD pathogenesis (39). Overall, these lncRNA-related ceRNA triplets might contribute to the formation of morphine addiction.

Finally, GO and KEGG pathway analyses were performed on dysregulated mRNAs in the ceRNA to identify the important pathways in morphine addiction, most of which are classic pathways that play critical roles in synaptic plasticity, such as the PI3K-Akt signaling pathway. Brain-derived neurotrophic factor (BDNF), one of PI3K-Akt signaling pathway molecules, has been reported to play a key role in morphine-dependent behaviors (40). In particular, several studies suggest a promoting effect of BDNF in the NAc on morphine-induced CPP and morphine-primed reinstatement (41, 42). Furthermore, some of the other novel biological processes and pathways might be involved in morphine addiction formation and development, such as inner dynein arm assembly, ECM-receptor interaction and focal adhesion, which supplements the findings of previous studies. Of course, further evidence should be acquired to clarify the identified function of these pathways in morphine addiction. Altogether, these findings reveal that the molecular mechanism of the ceRNA network could be involved in the progression of morphine addiction and may become a therapeutic target of morphine addiction.

There are also some limitations in this study. The NAc is neuroanatomically divided into the NAc core and shell, which are heterogeneous structures with different afferent and efferent connections (43) and may underlie the dissociable role in the conditioned reinforcing effects of drug-associated cues (44). Liang et al. reported that glutamate receptor interacting protein 1 (GRIP1) regulated the reconsolidation of drug cue memories in the NAc core but not the shell (45). However, RNA-seq was not conducted for the NAc core and shell separately due to the sample size being too small. Therefore, the expression and function of these transcripts in different subregions of the NAc need to be further verified. Moreover, *in vivo* and *in vitro* experiments are needed in further for validation of multiple interactions of miRNAs, lncRNAs and mRNAs.

Taken together, we first characterized differentially expressed ncRNAs and mRNAs in the NAc after morphine-induced CPP and constructed a ceRNA network based on validated reciprocal interactions between DEncRNAs and DEmRNAs in morphine addiction. The current findings show new light on the lncRNA-related ceRNA network in morphine addiction and identify potential diagnostic and prognostic biomarkers.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE199917 and https://www.ncbi.nlm.nih.gov/, GSE200282.

## Ethics Statement

The animal study was reviewed and approved by the Animal Care and Use Committee of Hebei Medical University.

## Author Contributions

BX, DW, CM, and BC were held responsible for the study design and supervision. XL, YL, LZ, JW, HY, and FY had involved in the acquisition and analysis of the data. XL wrote the first draft of the manuscript. BX and DW revised the manuscript for essential intellectual content. All authors contributed to the article and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Transcriptomic Analysis of Long Non-coding RNA-MicroRNA-mRNA Interactions in the Nucleus Accumbens Related to Morphine Addiction in Mice
**Source:** Front Psychiatry. 2022 Jun 2;13:915398. doi: 10.3389/fpsyt.2022.915398
**Supplement:** Supplementary file 1

Supplementary Material

## Supplementary Figures

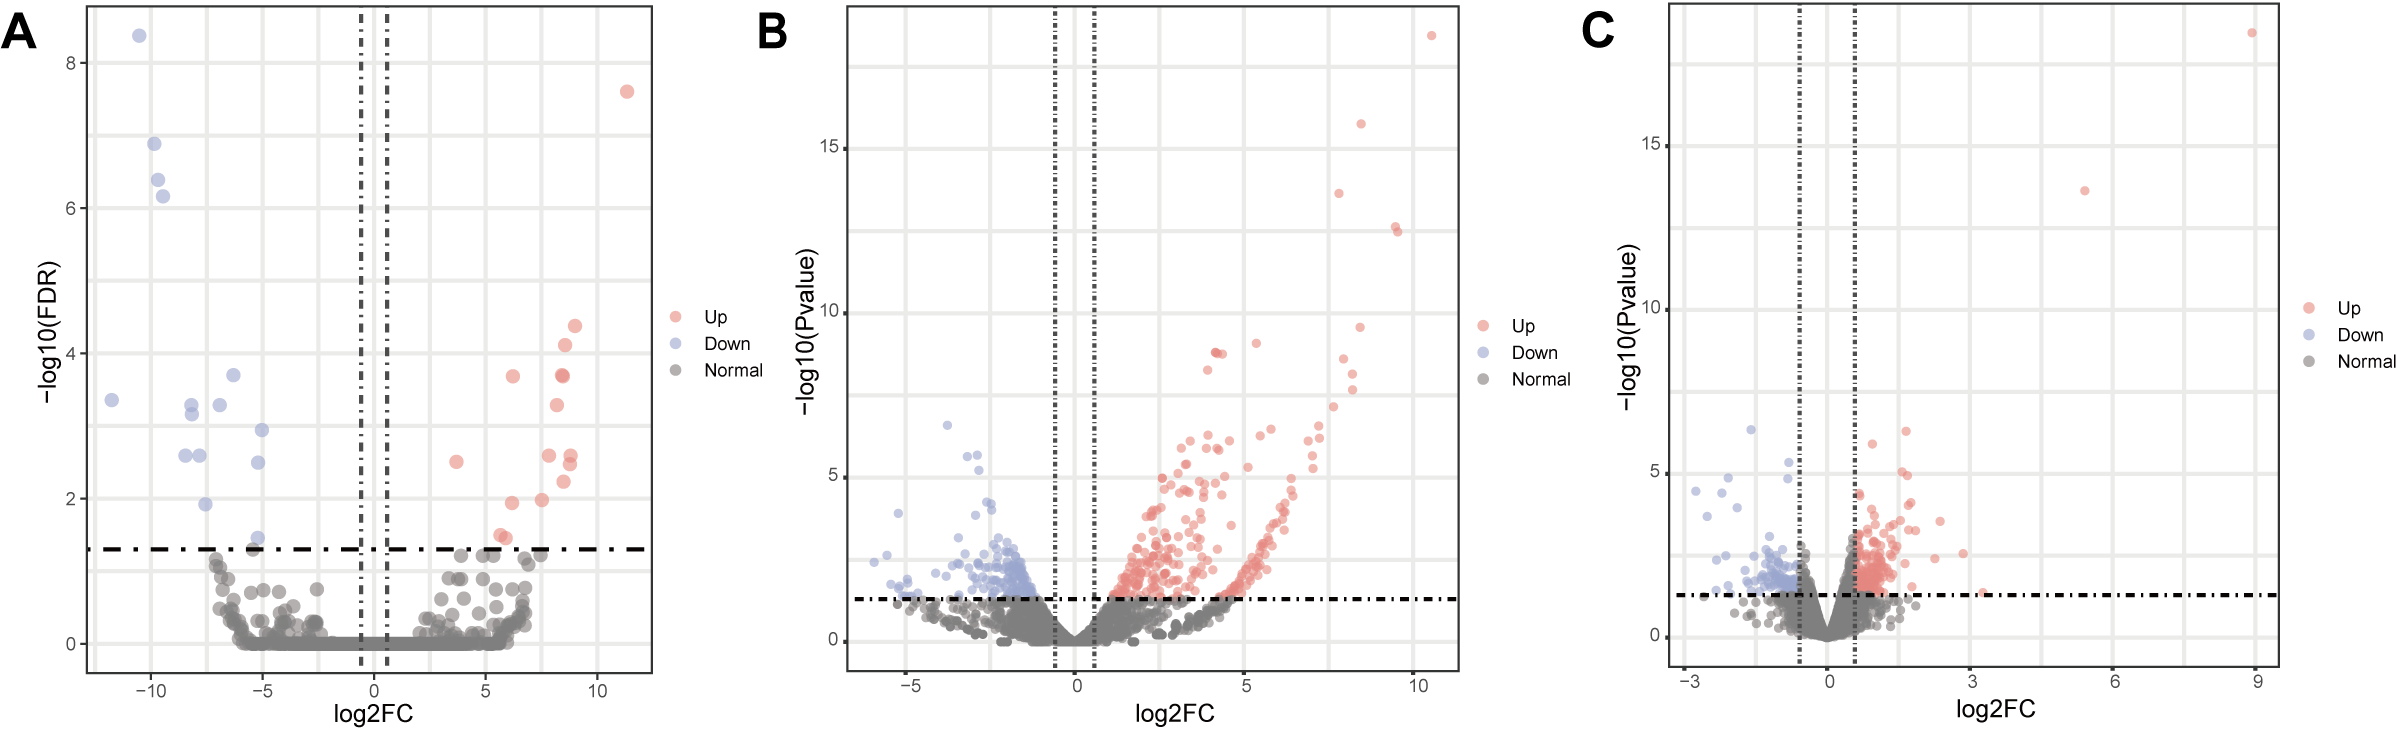

**Supplementary Figure 1**

**
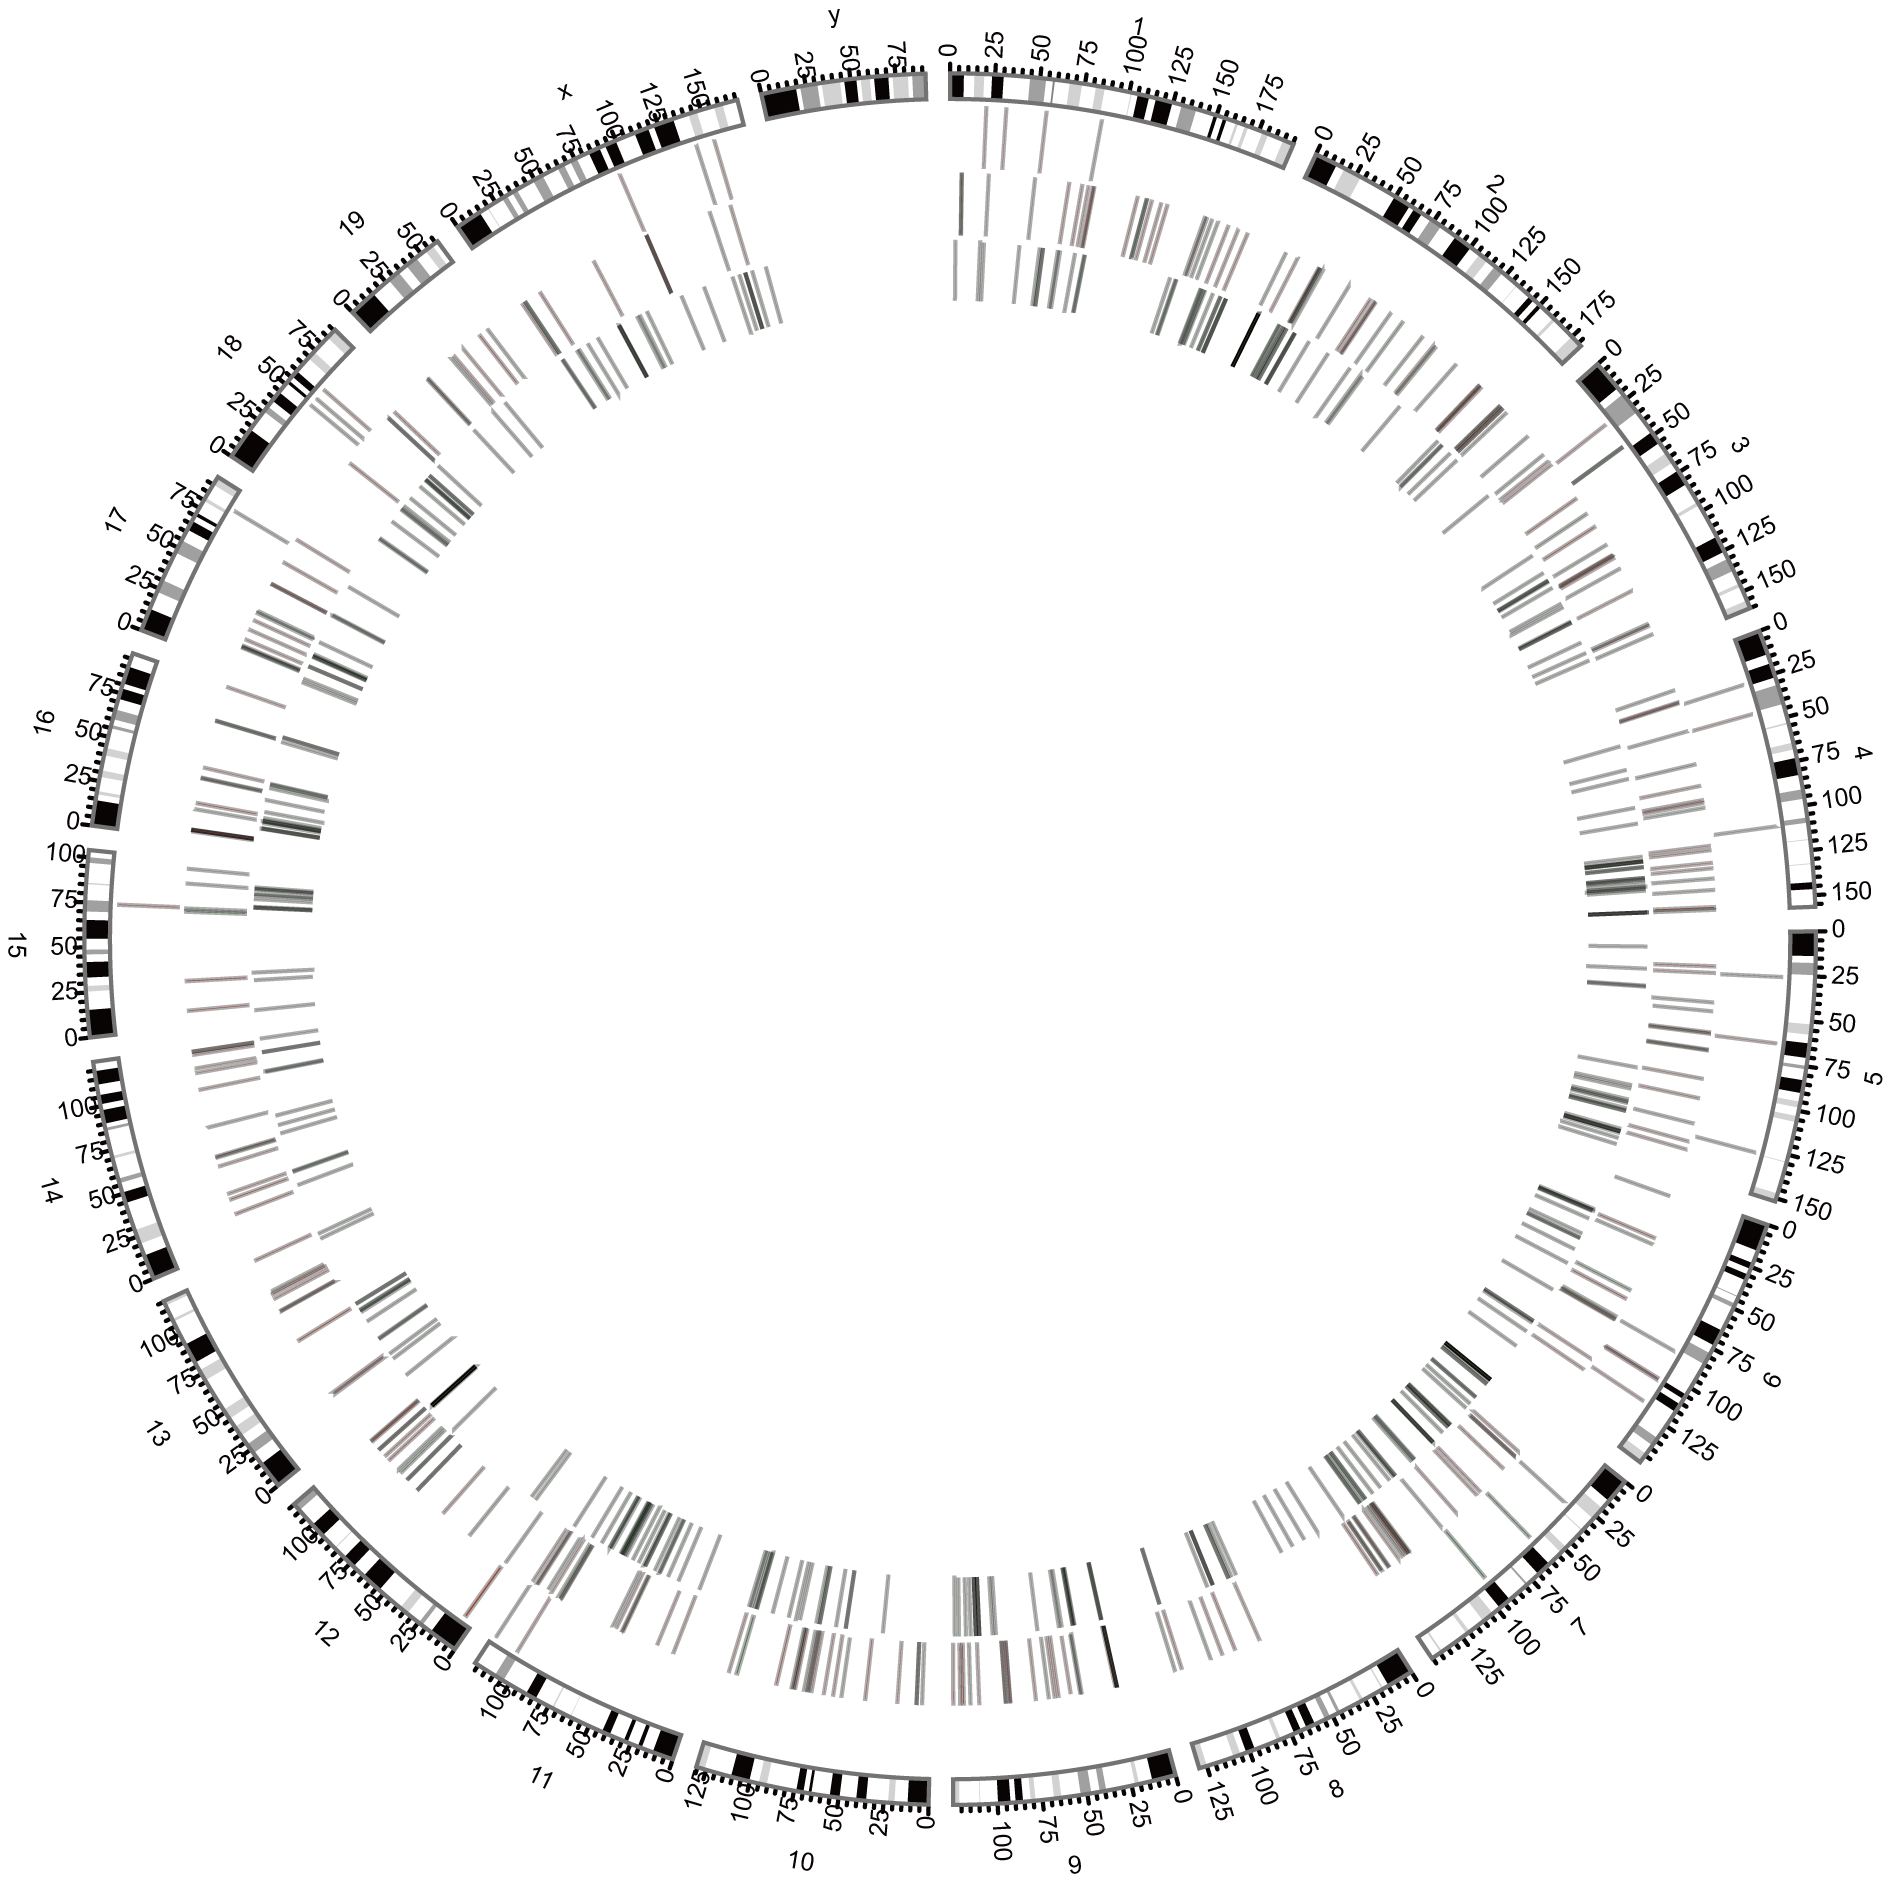
**

**Supplementary Fig 2**

**Supplementary Figure 1.** Volcano plot of differentially expressed lncRNA **(A)**, miRNA **(B)** and mRNA **(C)** profiles.

Volcano plot of DElncRNAs **(A)**, DEmiRNAs **(B)**, and DEmRNAs **(C)** expression profiles between morphine group and saline group. 

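In the miRNA volcano plot, each point is a miRNA, placed by its log2 fold change and by the strength of its p. Points far to the side are often miRNAs with few counts. In the deposited counts, 33 of the 132 upregulated miRNAs had at most 3 counts in each saline library, and 24 of the 132 downregulated miRNAs had at most 3 counts in each morphine library. For these 33 and 24 miRNAs the counts give only a lower bound on the change, and the fitted log2 fold change rests on few or no counts in that group. The median |log2 fold change| of the 264 DEmiRNAs was 2.10. Over all 1364 miRNAs the median log2 fold change was -0.15.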

Red indicates upregulation, and blue indicates downregulation.

**Supplementary Fig 2.** Circos plot incorporating differential lncRNA, mRNA and miRNA expression.

Chromosome numbers and bands are identified in the outer-most ring. Other tracks from outer to inner represent: Chromosomal positions of differentially expressed lncRNA, differentially expressed mRNA and differentially expressed miRNA between control and morphine group, respectly. Red in the circle chart for each difference group indicates up, green for down, and high for significance (-log10 (FDR or P Value)).

How the deposited data were processed for this re-analysis (not part of the article)

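The data were small RNA counts from the NAc of mice in the morphine CPP experiment, with 3 saline and 3 morphine libraries. The lncRNA and mRNA libraries of the paper were not analysed here. Each library was assigned to its group and replicate from the sample records and the column names of the table, and no column was left unused (0 columns not used). The replicate numbers 1, 2 and 3 in both groups also come from the sample records. The legend of Figure 2 gives 1 mouse per library and the sample records 2.

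The authors removed adapter-containing, poly-N and low-quality reads and reads outside their length limits. They filtered the rest against ribosomal RNA, transfer RNA, other non-coding RNA and repeats with Bowtie, compared the remaining reads with miRBase and predicted further miRNAs. The authors deposited raw read counts per mature miRNA, without normalization and not pooled across libraries. The authors also deposited TPM values, which were checked to be each count scaled to its library's total, and which were not used in a test. Neither the paper's text nor the table names the tool behind the paper's DEmiRNA calls, the genome build or the miRBase release.

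The deposited counts were normalized with TMM and tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with all 6 libraries and no covariate. All 1364 miRNAs with at least 1 count in any library were tested. DEmiRNAs were called by the paper's criteria, a |log2 fold change| of at least 0.58 and an unadjusted p of at most 0.05. A second count used a Benjamini-Hochberg adjusted p under 0.05. Standard errors of log2 fold changes came from the fitted model with edgeR's moderated dispersion. Normalized levels are given as CPM after TMM scaling. A fold change against a group in which every library had at most 3 counts was calculated against that floor and is given as a lower bound. Counting error sets the floor of each library, and the total count of 4183333 in saline replicate 1 gives it the highest floor. The similarity of libraries was Spearman's correlation of log2(CPM + 1) over miRNAs with at least 10 counts in total. The share of the 10 most abundant miRNAs was compared with an exact two-sided permutation test.

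The miRNAs named are those the paper names from these data in its text or in Figures 3B, 4 and 6, and the 5 in each direction with the smallest p among miRBase miRNAs with an adjusted p under 0.05 and values that did not overlap between the groups. This rule was written before the data were examined. It counted 9 miRNAs in Figure 4, the number in the paper's Results section, while the figure draws 10, and all 10 were used. miR-126a-3p, miR-24-2-5p and miR-3074-2-3p were chosen after their values were seen, as were the other miRNAs absent from the paper's table and the members of the miR-290 to miR-295 cluster.

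Positions are those of hairpin genes in the GENCODE vM21 annotation of GRCm38, matched by gene name or by a RefSeq synonym, for 1236 of the 1281 miRNAs with a miRBase name. These miRNAs held 99.97% of the counts of the miRBase miRNAs. They are not coordinates from the authors' table. GC content was measured on the part of the hairpin that holds the mature arm, since mature sequences were not used here.

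The test was tried on simulated data drawn from the real means over all libraries, the library sizes and the trend of dispersion with abundance. No library was given a deviation of its own, such as that of saline replicate 2. The 200 changed miRNAs were drawn from those with at least 60 counts in total. Of these 200, changed by a log2 fold change of 3, 96.5% were called by the paper's criteria. At an adjusted p under 0.05 it was 83.5%, with 2.91% false calls among 172. The median |log2 fold change| of the real DEmiRNAs was 2.10, so these shares do not apply to smaller changes or fewer counts. With no change simulated, 3.19% of 1285 miRNAs had an unadjusted p of at most 0.05 and 0 had an adjusted p under 0.05. With the replicate number as a block, 76.0% of the 200 were called at an adjusted p under 0.05. A simulated GC trend gave a correlation of log2 fold change with GC content of 0.679 over 842 miRNAs, and the GC correction lowered it to 0.0715. The measure of this check was changed from calls at an adjusted p, of which there were 0 with and without the correction, to the correlation. The correction was first fitted on miRNAs with at least 10 counts in total, and its results on the real counts had been seen when this check found that it left a simulated correlation of 0.342. In all, 5 minimums (10, 60, 100, 300 and 1000 counts) were then tried on the simulated data, and 300 was used. The minimum of 1000 left less of the simulated trend, 0.0101. On the real counts the 5 minimums gave 113 to 117 miRNAs at an adjusted p under 0.05, and 3 of the 10 network miRNAs by the paper's criteria.

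The alternatives set before the data were examined were relative log expression, library total and upper quartile scaling, the Wald test of DESeq2 1.42.0, the exact test of edgeR, the filterByExpr filter, a minimum of 10 counts in total, miRBase miRNAs only, removal of 244 miRNAs whose counts repeated those of another, removal of the 10 most abundant miRNAs, thinning to 4183333 counts, the replicate number as a block, leaving out each library in turn and a log2 fold change threshold of 1. Thinning was a single random draw, so its values for miRNAs with few counts depend on which counts were kept. A GC correction that needed mature sequences was planned and not run as planned. Chosen after seeing the data were a GC correction from the hairpin arm, the same with the replicate block, and removal of the smaller member of 12 opposite-strand pairs. Figures and other statistics were made with Python 3.11.15, scipy 1.17.1 and matplotlib 3.10.9.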

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

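All tests in this part except those of the GC correction, of thinning and of the authors' filtering were chosen after the result was seen. The fold changes given after the GC correction and after thinning were also chosen after.

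The deposited counts hold 9 miRBase miRNAs with a |log2 fold change| of at least 0.58 and an adjusted p under 0.05 (edgeR's quasi-likelihood test) that are absent from the paper's DEmiRNA table. They are miR-126b-5p, miR-9b-5p, miR-3074-2-3p, miR-30f, miR-292b-3p, miR-129b-3p, miR-6538, miR-219b-3p and miR-3074-1-3p. The 3 with the smallest p were miR-126b-5p with a log2 fold change of 5.23, miR-9b-5p with 4.89 and miR-3074-2-3p with 3.07, each higher in every morphine library than in every saline library. They stand out as signals in miRNAs the paper does not report on.

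Of the 9 miRNAs, 7 lie on the opposite strand of another listed miRNA, against 6 of the 61 called miRBase miRNAs that are in the paper's table (Fisher's exact test, two-sided, p = 4.33e-05). If the authors' filtering had left out the smaller members of such pairs, none would be in the paper's table, but 2 of 30 are. Since 9 of the 30 met the paper's criteria here, a filter that left out some of them is not excluded. The calls of 8 of the 9 remained after the GC correction chosen after seeing the data, with the exception of miR-6538, and all 9 remained after thinning the libraries to the smallest total. Since these settings raised the number of calls overall, the fold changes were compared too. The median |log2 fold change| of the 9 was 3.07, and it was 3.14 after the GC correction and 3.59 after thinning. miR-6538, the one with the highest GC content, went from -3.03 to -1.65 after the GC correction. Depth does not account for the 9, and the GC trend as fitted does not account for the others. miR-3074-2-3p and miR-129b-3p had at least 0.9 of the count of the opposite-strand miRNA in all 6 libraries, so their values may be those of that miRNA. miR-219b-3p had at least 0.8, with 15, 420 and 23 counts in the saline libraries and 35, 4 and 3 in the morphine libraries, against 15, 426 and 23 and 36, 5 and 3 of miR-219a-5p, so shared reads are not excluded. miR-3074-1-3p had 0.584 to 1 of the count of its opposite-strand miRNA, and miR-292b-3p at most 0.8, so the limit applies to them too. A constant share of the reads of the opposite-strand miRNA was tested for 2 others. miR-126b-5p had 0.137% ± 0.0651 (SD, n = 3) of the count of miR-126a-3p in the saline group and 1.19% ± 0.255 (SD, n = 3) in the morphine group, a ratio of 8.69 between the groups. miR-9b-5p had 0.643% ± 0.0705 (SD, n = 3) of the count of miR-9-3p in the saline group and 21.0% ± 5.55 (SD, n = 3) in the morphine group, a ratio of 32.7. In both, every morphine library was above every saline library, so a constant share does not account for the rise. A share that differs between libraries for technical reasons was not tested, and no biological explanation was tested beyond the difference between the groups.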

How the results depend on the processing

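The GC correction from the hairpin arm, that correction with the replicate block, and the removal of opposite-strand partners were chosen after seeing the data. The other alternatives were set before the data were examined.

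The number of DEmiRNAs by the paper's criteria was 264 and was more than 1.5 times as high only without saline replicate 2, at 492. It was lowest without morphine replicate 1, at 176. No miRNA called in the comparison with TMM was called in the opposite direction under any alternative. Of the 264 miRNAs, 235 kept their call with library totals, 216 with the DESeq2 Wald test, 177 with filterByExpr, which tested 594 miRNAs, and 168 with the replicate block. A log2 fold change threshold of 1 gave 262 DEmiRNAs and 71 at an adjusted p under 0.05. Library totals moved the median log2 fold change of all miRNAs from -0.15 to -0.40 and upper quartile scaling moved it to -0.35. With that shift a smaller share of the calls was higher, 34.9% and 37.7% against 50.0%.

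The number at an adjusted p under 0.05, which was 71 (42 higher and 29 lower), moved more. It was 160 with library totals (64 higher, 96 lower), 153 with upper quartile scaling (64 higher, 89 lower), 156 with the DESeq2 Wald test (79 higher, 77 lower), 110 with miRBase miRNAs only (66 higher, 44 lower) and 125 after thinning to the smallest library (69 higher, 56 lower). With at least 10 counts in total it was 28 (19 higher, 9 lower) and with identical miRNAs collapsed 32 (25 higher, 7 lower). With filterByExpr the lower ones numbered 16. The GC correction gave 113 (73 higher). The cause of these shifts was not tested.

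With the replicate block, 32 miRNAs had an adjusted p under 0.05, 4 of them lower, and 69 were lower by the paper's criteria, while 3 of the 10 network miRNAs met the criteria. The block with the GC correction gave 81 lower by the paper's criteria, 66 higher and 17 lower at an adjusted p under 0.05, and 1 of the 10 network miRNAs. The GC correction alone gave 3 network miRNAs. The count minimum of that correction was raised from 10 to 300 after its results had been seen. Under the 5 minimums tried, the log2 fold change of miR-139-3p ranged from -0.61 to -0.39, and none called it. The cause was not tested. The check of the pairing, a mean correlation of -0.13 between same-numbered libraries, gives no sign that the numbers pair the libraries.

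Across the 6 fits that each left out one library, the number of DEmiRNAs by the paper's criteria ranged from 176 to 492, with 99 to 278 higher and 71 to 214 lower. At an adjusted p under 0.05 it ranged from 0 to 386, with 0 to 228 higher and 0 to 158 lower. The fit with 0 left out morphine replicate 1 and still had 176 miRNAs at an unadjusted p of at most 0.05. The overlap with the paper's list ranged from 127 to 189, the number of miRBase DEmiRNAs from 165 to 475 and the number of network miRNAs from 3 to 8. The mean correlation within the saline group ranged from 0.872 to 0.955, within the morphine group from 0.963 to 0.974 and between the groups from 0.876 to 0.899. A group with a library left out has a single pair, so its value is that of the pair and not a mean. The difference in the share of the 10 most abundant miRNAs ranged from 5.47 to 8.71 percentage points. The highest count of each kind of call came from leaving out saline replicate 2.

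Among the correlations, the mean within the morphine group was 0.911 over miRNAs with at least 1 count and 0.981 over those with at least 100 counts, and the mean between the groups was 0.854 with at least 1 count. The cause was not tested. The share of the most abundant miRNAs differed by 6.59 percentage points for 10 miRNAs, higher in the morphine group, and by -2.14 for the single most abundant miRNA. That miRNA, miR-9-5p, had 16.9% of the counts of saline replicate 2, against 8.06% to 10.3% in the other libraries. The miRNA on its opposite strand, miR-9b-3p, is also among the 10 and may share its reads. Among the 10, the largest rise was that of miR-148a-3p, from between 0.297% and 1.14% in the saline libraries to between 8.27% and 10.3% in the morphine libraries.

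For the 33 named miRNAs, 631 comparisons with an alternative kept their direction and their side of the paper's criteria, 34 no longer met the criteria, 17 newly met them and 1 reversed. The reversal was miR-139-5p with library totals, where the log2 fold change was -0.0686 against 0.38, neither past the criteria. The call of miR-139-3p was lost in 11 of its 21 alternatives and its log2 fold change ranged from -1.74 to -0.39. Depth limits the miRNAs with few counts: miR-7056-3p, miR-7071-5p, miR-3098-3p, miR-760-5p, miR-218-1-3p and miR-218-2-3p had at most 16 counts in any library, so their changes are close to what the libraries can show. The GC correction that needed mature sequences, alone and with the replicate block, was not run as planned.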

Differences from the paper's values

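The counts in the paper's DEmiRNA table differ from the deposited counts. A setting that comes close to a value of the paper therefore does not show how that value arose. The number of DEmiRNAs higher in the morphine group was 132 against the paper's 245. Among the alternatives set before the data were examined, leaving out saline replicate 2 gave 278, within 1.5 times of the paper's number, and none of the others came that close. The paper's DEmiRNA table gives 142 miRNAs with an FDR under 0.05, against 71 here. The number was within 1.5 times of the paper's with library totals (160), upper quartile scaling (153), the DESeq2 Wald test (156), miRBase miRNAs only (110) and thinning to the smallest library (125). It was not with relative log expression scaling (94), the edgeR exact test (70), filterByExpr (56), at least 10 counts in total (28), identical miRNAs collapsed (32), the 10 most abundant miRNAs removed (86), the replicate block (32), a log2 fold change threshold of 1 (71) or any fit that left out one library. The GC correction, chosen after seeing the values, gave 113.

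The total was 264 against the paper's 393, and the number lower in the morphine group was 132 against the paper's 148. Relative log expression scaling gave 149 lower miRNAs and thinning gave 147. No setting that was run gave the paper's total. The paper's 393 hold 239 miRNAs with a miRBase name and 154 without, against 250 and 14 among the 264 here. The deposited counts list 83 miRNAs without a miRBase name, so 154 could not be reached. The lower total here thus lies in miRNAs without a miRBase name. The miRBase calls are still not the same set, since 176 of the paper's met its criteria here in the same direction.

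The paper counts miR-218 among the downregulated miRNAs. Here miR-218-5p had a log2 fold change of 1.53, and miR-218-2-3p, the form in the paper's table, had -1.50 and did not meet the criteria. Thinning to the smallest library called miR-218-2-3p lower, with a log2 fold change of -2.82. Thinning was a single random draw, and miR-218-2-3p had at most 16 counts in any library, so this value depends on the draw. The paper draws every miRNA of the ceRNA network as downregulated, and its Results section counts 9 of them where Figure 4 draws 10. Here 6 met the criteria, and library totals and upper quartile scaling each gave 9. miR-671-5p met the criteria with relative log expression scaling, library totals, upper quartile scaling, the DESeq2 Wald test, at least 10 counts in total and without saline replicate 3. miR-760-3p met them with library totals, upper quartile scaling, thinning and without saline replicate 2, and miR-760-5p with the edgeR exact test, thinning and without saline replicate 2. miR-7071-5p met them with library totals, upper quartile scaling and without saline replicate 3.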

Other observations

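In this part, the tests of depth for saline replicate 2 and for the GC trend, and of the GC correction for the miR-290 to miR-295 cluster, were chosen before their results were seen. The others were chosen after.

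The count of DEmiRNAs was set beside those from other splits of the 6 libraries. Of 10 splits, 4 part all 3 same-numbered pairs, and the real split gave the most DEmiRNAs by the paper's criteria (1 of the 4 splits gave as many), the most at an adjusted p under 0.05 (1 of 4), the largest overlap with the paper's list (1 of 4), the most network miRNAs called in a single direction (1 of 4) and the most miRBase DEmiRNAs (1 of 4). With 4 splits the share can never be under 0.05, so this comparison alone cannot exclude chance. The paper's list and its network miRNAs were chosen under the real grouping. The comparisons of overlap and of network miRNAs therefore favoured the real split in advance and give no support. In simulated counts with no change, 3.19% of 1285 miRNAs had an unadjusted p of at most 0.05 and 0 had an adjusted p under 0.05. That simulation draws each miRNA independently, so it does not cover shifts shared by many miRNAs of a library. The split of saline replicates 1 and 3 and morphine replicate 2 against the rest gave 192 DEmiRNAs by the paper's criteria and 28 at an adjusted p under 0.05. The other 6 splits part 1 same-numbered pair each and gave 33 to 156 DEmiRNAs.

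Saline replicate 2 correlated more with the morphine libraries, at a mean of 0.914, than with the other saline libraries, at 0.871, an excess of 0.0424. The excess was 0.0391 after thinning the libraries to the smallest total and 0.0375 after the GC correction, so depth does not account for most of it. GC content is not excluded, because correlations of levels across miRNAs change little under such a correction. An exchange with a morphine library was tested through the 3 splits that exchange it for a morphine library. These gave at most 192 DEmiRNAs, fewer than the 264 of the labelled groups, which speaks against such an exchange. The labels and the paper give no batch, and a difference in tissue composition was not tested. No biological explanation was tested either, since the design gives saline replicate 2 no condition of its own. A scaling difference cannot move these correlations, which use ranks.

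The log2 fold change fell as the GC content of the hairpin arm rose, with a Spearman correlation of -0.28 across 844 miRNAs, which are not independent replicates. These are 93.9% of the 899 miRNAs with at least 10 counts. The trend may come from a GC bias that differs between libraries. The log2 ratio of saline replicate 2 to the other saline libraries, which differ in no treatment, had a stronger correlation of -0.49 with GC content. Within the saline group, the deviation of replicates 1, 2 and 3 from the mean of all libraries correlated with GC content at 0.42, -0.36 and 0.44, and in morphine replicates 1, 2 and 3 at -0.32, -0.22 and -0.25. The trend was -0.26 after thinning, so depth does not account for it.

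The 10 network miRNAs have a median GC content of 63.9%, against 50.0% over the 844 miRNAs. Their median log2 fold change was -1.52, and -0.92 after the GC correction, with all 10 still lower in the morphine group. Part of their lower level may therefore reflect GC content. Since the paper chose these miRNAs for being lower in these data, this test cannot tell GC content apart from an effect of morphine.

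The 12 listed miRNAs of the miR-290 to miR-295 cluster together had 11, 3 and 19 counts in saline replicates 1, 2 and 3, and 211, 211 and 166 in morphine replicates 1, 2 and 3. By the paper's criteria 8 were called higher, 4 of them also at an adjusted p under 0.05. At the rate of the morphine libraries, 97.5 counts of miR-291a-3p would be expected in the 3 saline libraries together, and there were none, so depth does not account for the difference. Of 8 members with no listed miRNA on the opposite strand, 5 were called higher, so shared strands do not account for these 5. They are not excluded for the other 3 called members. All 8 called members kept their call after the GC correction, and their median |log2 fold change| was 4.08 before it and 3.88 after it. RNA from other cells was not tested. The cluster may respond to morphine, but this is a hypothesis found and tested on the same data.

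The paper's DEmiRNA table and the deposited counts do not hold the same numbers. For the 224 miRNAs in both, 20.5%, 19.6% and 20.1% of the counts were identical in saline replicates 1, 2 and 3, and 8.48%, 8.93% and 8.93% in morphine replicates 1, 2 and 3, when libraries are matched by their number. The totals implied by the TPM in the paper's table are 3253368, 5551610 and 5824835 for saline and 9559628, 7473366 and 8135214 for morphine. Among the 224, where the paper's table gives at least 10 counts, the median ratio of deposited to listed count differed by group. It was 0.87, 0.88 and 0.89 in saline replicates 1, 2 and 3, and 0.70, 0.70 and 0.65 in morphine replicates 1, 2 and 3. The mismatch is thus not the same in both groups, and the reason was not tested.

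Among the miRNAs the paper measured by qRT-PCR, miR-3098-3p had 8, 11 and 3 counts in the saline libraries and 1, 0 and 0 in the morphine libraries, at least 2.76-fold lower. miR-320-3p had a log2 fold change of -1.54 (SE 0.45, adjusted p = 0.0504 with edgeR), lower in 3 of 3 morphine libraries than in every saline library. The paper does not name miR-320-3p among the miRNAs that differed significantly by qRT-PCR. miR-7688-5p had a log2 fold change of -1.66 (SE 0.65, adjusted p = 0.151 with edgeR) and is absent from the paper's DEmiRNA table. Figure 6 labels an axis with the other arm of miR-139, miR-139-5p. That arm had 23161 ± 9023 CPM (SD, n = 3) in the saline group and 30092 ± 7138 CPM (SD, n = 3) in the morphine group, a log2 fold change of 0.38 (SE 0.47, adjusted p = 0.645 with edgeR).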
